A study of Drosophila melanogaster with 837 samples. Its data were reported in "Single‐cell RNA sequencing of motoneurons identifies regulators of synaptic wiring in Drosophila embryos" (2022).

How the data were processed

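Single somatic muscle cells were sorted from dissociated Drosophila melanogaster embryos of 19 to 20 h on the fluorescence of Mhc-TAU-GFP, a fly stock in which the GFP label follows the muscle gene Myosin heavy chain (Mhc). Cells positive for GFP and for the DNA dye DRAQ5 and negative for DAPI, which enters damaged cells, were placed in single wells of 96-well plates, and full-length cDNA was made by the Smart-seq2 method, with primers for the 7 Hox genes added at reverse transcription and PCR. Per the labels, all 837 libraries belong to 1 group. The labels name no animal or culture, so the 837 cells were treated as 1 sample. The plate number in the labels, which took 15 values, was used as a technical unit. The SD over plates is therefore a technical spread and not a biological error, and no test between groups was possible.

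The authors trimmed and pseudo-aligned the reads to the BDGP6 Ensembl cDNA with kallisto, and deposited a table of estimated counts per gene for the whole series and, for each cell, estimated counts and TPM per transcript. The release of the Ensembl cDNA and the version of kallisto were not stated. The deposited estimated counts in the series table are whole numbers for 8862 genes. The estimated counts per transcript were summed to genes with the Ensembl annotation of BDGP6, which gave a gene to 30280 of 30651 transcripts. Transcripts without a gene held 0.216% of the estimated reads. For the 8762 genes of the series table that had such a sum, 99.95% of the values lay within 0.51 reads of it, and the series table held 99.6% of all estimated reads. TPM deposited by the authors was summed to genes for 1 alternative. The Hox gene Dfd has no row in the series table, so its rounded gene sum from the cell files was used. No DESeq2 test was run. Its poscounts size factors were recomputed in Python for 1 alternative.

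A gene counted as detected in a cell with at least 10 reads. The study's filter was applied to the series table (at least 500 genes with at least 10 reads), and 809 cells met it. Shares of cells carry exact Clopper-Pearson 95% intervals. These intervals, and the limit of 3 counts used for a count of 0, cover counting error only, since reads of a PCR library without molecular identifiers are not independent molecules. For shares compared across depths, each cell was thinned without replacement to 256773 reads, the 10th percentile of the cells that passed, and 81 shallower cells were left out. No doublet caller was run. Cells with reads of more than 1 type are weighed in the closing section.

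Clusters were made from log2(CPM + 1) values of cells that passed the filter. The 1000 genes with the largest residual squared coefficient of variation (CV2) were z-scored, 10 principal components were computed, and the cells were cut into 8 clusters by Ward linkage on Euclidean distance. All genes of the homeodomain and immunoglobulin (Ig) lists, and Dr, lms, mid, Poxm and Ptx1, were left out of the clustering. The 8 clusters held 212, 181, 135, 134, 58, 35, 29 and 25 cells. The CV2 of a gene was modelled as a0 + a1/mean with a gamma model. 2 fits of this model were tried, in order. The first used all genes. After its clusters had been seen on all cells, the fit was restricted to genes at or above the 0.95 quantile of the means of genes with CV2 over 0.3, as in the variability method that the study cites. The plan named that method but no limit on the mean, so the restricted fit was chosen after seeing the data, and both results are given in the closing section. It is the reported one (446 genes fitted, a0 of 0.72, a1 of 2982), and the fit on all genes (a0 of 7.73, a1 of 259) is given as an alternative.

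A cluster was named after a cell class on marker lists for 12 classes fixed before the data were examined. The rule that applied them was set after the first clusters had been seen. A marker counted when its mean CPM was at least 1 log2 unit above that of all other cells and at least 25% of the cluster's cells had 10 reads of it. A name needed 3 such markers, and the 10 genes with the largest fold in the cluster were not allowed to hold more markers of another class. This rule compares each cluster with all others, so markers shared by 2 large clusters count less. Of the fixed markers, 20 of 20 for somatic muscle, 9 of 10 for hemocytes, 11 of 12 for neurons, 3 of 6 for fat body, 5 of 7 for glia, 3 of 8 for midgut, 5 of 5 for tendon, 4 of 5 for muscle progenitors, 3 of 4 for visceral muscle, 4 of 5 for trachea, 7 of 13 for epidermis and 2 of 4 for heart were in the series table. With 2 markers, the heart class could not reach the 3 a name needed, so it was not tested by this rule. No cluster had more than 2 passing markers of glia or midgut, more than 1 of tendon or muscle progenitors, or any of visceral muscle, trachea or epidermis. Symbols were matched to the files through current symbols and synonyms (plin1 is listed as Lsd-1).

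Variability of a gene list was the median of log2(CV2/fitted CV2) over the list minus the median of 10000 random lists of the same size from genes outside all lists, matched on mean expression in 20 bins, with the percentile among them. Genes entered with at least 10 reads in at least 5 cells of the set. The lists were compiled from general knowledge before the data were examined. Of 105 homeodomain genes 45 were in the series table, of 128 Ig genes 82, of 55 bHLH genes 31 and of 59 other cell surface genes 47. The bHLH and other cell surface lists served as comparisons. Sets were all cells and each cluster of at least 30 cells, and the planned main set was the muscle-like cluster with the highest share of Poxm-detected cells. Co-variation was the mean absolute Spearman correlation over all homeodomain by Ig pairs, after plate, log10 total reads and log10 number of detected genes had been taken out by regression, minus the median of 1000 matched pairs of random lists. The plan named the number of detected genes among the covariates but not in the description of the test, so leaving it in is an added alternative. The cluster with the highest Poxm share whatever its name was added as a set after its values had been seen. For the alternatives of subtype genes, the cluster followed was that with most detected cells, a choice made after a first choice, the highest share, had fallen on a cluster of 17 thinned cells. Cells and genes are not replicates, so percentiles describe these cells and no p-value is given. For Hox pairs, 0.5 was added to each entry of the tables. This addition raises the odds ratios of rarely detected genes, so the mean and SD of 1000 tables permuted within plates are given beside the value, over all cells and, chosen after seeing the data, for single clusters and for the alternatives of threshold, depth and strata.

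The rule for named genes took the 7 Hox genes, Dr, lms, mid, Poxm, Ptx1, Mhc, and up to 5 homeodomain and 5 Ig genes with the largest residual CV2 over all cells among those with 10 reads in at least 20 cells and a positive residual in at least 12 of the 15 plates. Other genes named in the report were chosen after their values were seen, as cluster markers or leading genes. Coordinates are from the Ensembl annotation of BDGP6.

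The statistics were tested on simulated data. In a set of 58 simulated cells (7469 genes), 99.5% of 200 genes made more variable exceeded the 95th percentile of unchanged genes, and 5 of 100 unchanged lists did so as lists. For the clusters (8862 genes), 100% of 30 cells with raised genes fell into 1 cluster. For co-variation, a simulated shared factor put the lists at the percentile of 100 (7459 genes), and no factor put them at 82.4 (7470 genes). For Hox pairs, independent detection gave a difference of 0.13 and detection shared between neighbours 5.08.

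Alternatives changed 1 choice at a time, covering detection thresholds, thinning, cluster number and method, normalization, matching, gene filters and leaving out each plate. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, scikit-learn 1.9.0 and leidenalg 0.10.2.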

Results

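The data comprised single cells sorted as Mhc-GFP-positive somatic muscle from embryos of 19 to 20 h, on 15 plates with 41 to 68 cells each. The estimated reads per cell in the series table ranged from 98988 to 6870936, with a median of 763368. The number of genes with at least 10 reads had a median of 1602 per cell and a maximum of 4516. Plates differed in depth, from a median of 346891 reads per cell on plate 17 to 1631585 on plate 14. All cells form 1 sample, so intervals cover counting error and SDs over plates are technical.

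The study's cell filter asks for at least 500 genes with at least 10 reads. Of the deposited cells, 96.7% met it on the series table (interval 95.2 to 97.8), and 28 cells did not. The share per plate was 96.7% ± 2.34 (SD, n = 15 plates). Asking for at least 20 reads per gene moved this share most, to 91.9%, and at least 5 reads gave 99.9%.

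Since the sort was made on a label that follows Mhc, Mhc itself (FBgn0264695, chromosome 2L, 16766566 to 16788766) was examined first. At least 10 reads of Mhc were present in 13.9% of all cells (interval 11.6 to 16.4). The share per plate was 13.4% ± 11.99 (SD, n = 15 plates) and ran from 3.77% on plate 16 to 53.8% on plate 17. Without plate 17 the share was 10.5%. With a threshold of 1 read it was 25.7%, the alternative that moved it most, and with 100 reads 7.89%.

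The cells that passed the filter were divided into 8 clusters. Cluster 5 was the only one named muscle-like by the fixed markers. All 20 contractile markers passed the naming rule in it, and Mhc was detected in 56 of its 58 cells, with a median of 1679 CPM. Both heart markers in the series table, Hand and prc, passed it as well, in 62.1% and 60.3% of the cells of cluster 5, so the name does not separate somatic muscle from heart. Of these, prc was also detected in 95.6% of the cells of cluster 2 and 98.5% of cluster 4. Outside cluster 5, Mhc was detected in 53 cells (7.06%), with a median of 0 CPM, although the median depth there was higher (788280 against 499385 reads). After thinning, 51 of 51 cells of cluster 5 and 2.81% of other cells kept 10 Mhc reads. The muscle-like share was 7.17% (interval 5.49 to 9.17), or 7.26% ± 3.88 per plate (SD, n = 15 plates). Muscle-like cells were present on all 15 plates. Mhc and the other contractile markers were among the genes that could enter the clustering, so their enrichment in cluster 5 is not independent of it.

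**Figure D1:**
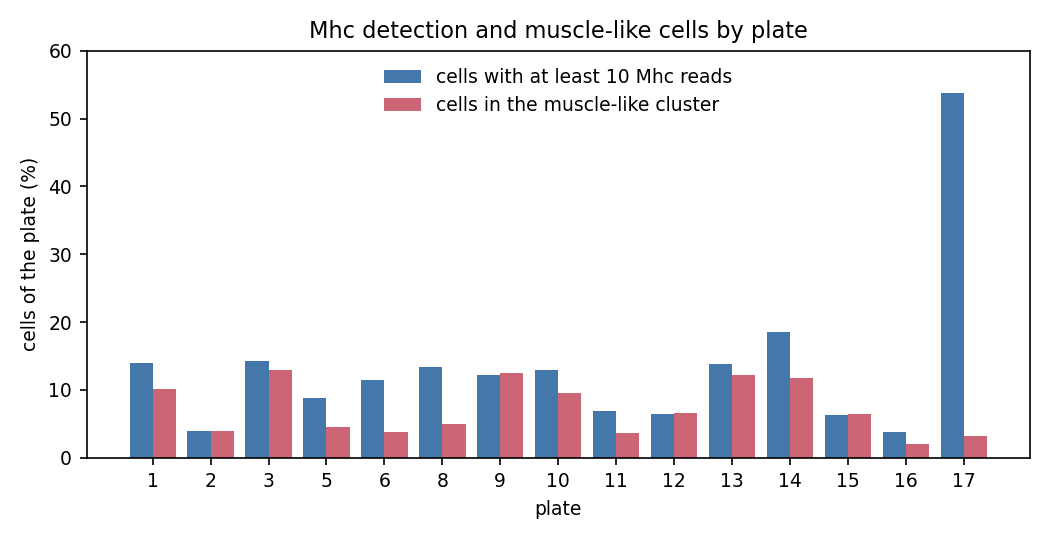
Percent of each plate's cells with at least 10 Mhc reads (blue, all cells) and in the muscle-like cluster (red, cells that passed the filter), by plate number. Plate 17 stands apart in Mhc detection, at 53.8%, while 3.28% of its cells were in the muscle-like cluster.

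The other clusters were described by the same markers. Cluster 1 (26.2% of cells) was hemocyte-like on 5 of 10 markers, NimC1, srp, He, Pxn and Ppn, and Pxn was detected in 92.5% of its cells. Cluster 2 (22.4%) was fat body-like on 3 of 6 markers, apolpp, FASN1 and plin1, which were the only 3 in the series table. None of its 10 leading genes was a fixed marker. Cluster 7 (29 cells) was neuron-like on 7 of 12 markers. It was the shallowest, with a median of 296605 reads, 18 of its cells came from plate 17, and 16 had 10 Mhc reads. In at least 50% of its cells, 8 of the 20 contractile markers were detected as well. Clusters 3, 4, 6 and 8 stayed unnamed. Cluster 3 (16.7%) was led by sna, esg, Sox100B and exex. Cluster 4 (16.6%) had apolpp in 98.5% and FASN1 in 94.03% of its cells, but only 1 fat body marker passed the fold limit, which was set after the clusters were seen. A median of 75.99% of its reads came from ribosomal RNA features. Cluster 6 (35 cells) was led by CG34284, CG42807 and CG14292, and cluster 8 (25 cells) by CG9682, CG15423 and Bace. In cluster 8, the midgut markers mex1 and GATAe passed, in 92% and 60% of its cells. The only other midgut marker in the series table, alphaTry, was detected in 24%, just below the limit of 25%. A midgut name thus failed on 1 marker, and a midgut identity of cluster 8 stays open. The study's own cluster assignments were not used here, and a difference from the study may come from the rebuilt clusters and names.

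The study used Dr, lms, mid, Poxm and Ptx1 to tell muscle subtypes apart, and their detection was compared between clusters that had been made without these genes. The gene mid (FBgn0261963, chromosome 2L, 5461639 to 5467610) was detected in 40 cells, and 33 of them were in cluster 5. After thinning its share in cluster 5 was 54.9% (28 of 51 cells, interval 40.3 to 68.9) and 56.9% before. Its thinned share was 0.877% in cluster 3 and 0 in cluster 1, where a count of 0 allows up to 1.53%. Dr (FBgn0000492, chromosome 3R, 29556386 to 29565244) was detected in 51 cells, of which 35 were in cluster 2 and 13 in cluster 4. Its thinned share was 14.3% in cluster 2 (interval 9.37 to 20.5), 19.3% before thinning, and 0 of 51 cells in cluster 5, which allows up to 5.88%. Ptx1 (FBgn0020912, chromosome 3R, 30912754 to 30930682) was detected in 40 cells, 22 of them in cluster 6 and 12 in cluster 3. Its thinned share in cluster 6 was 63.3% (interval 43.9 to 80.1) and 62.9% before, and in cluster 5 it was again 0 of 51 cells. Poxm (FBgn0003129, chromosome 3R, 8319025 to 8333792) was detected in 12 cells, 9 in cluster 3 and 1 in cluster 5. The thinned share in cluster 3 was 7.02% (8 cells, interval 3.08 to 13.4) and 6.67% before. In cluster 5 it was 1.96% (interval 0.0496 to 10.4), so the 2 clusters were not distinguishable at this number of cells. For lms (FBgn0034520, chromosome 2R, 20556877 to 20559953), 18 cells were found, 7 of them in cluster 1. Its thinned share there was 0.51% and 3.30% before thinning, against 3.92% and 3.45% in cluster 5, and no order of clusters could be read from these counts. The largest move of a share in the cluster followed for each gene was that of Ptx1 in cluster 6, to 26.7% at a 50-read threshold.

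**Figure D2:**
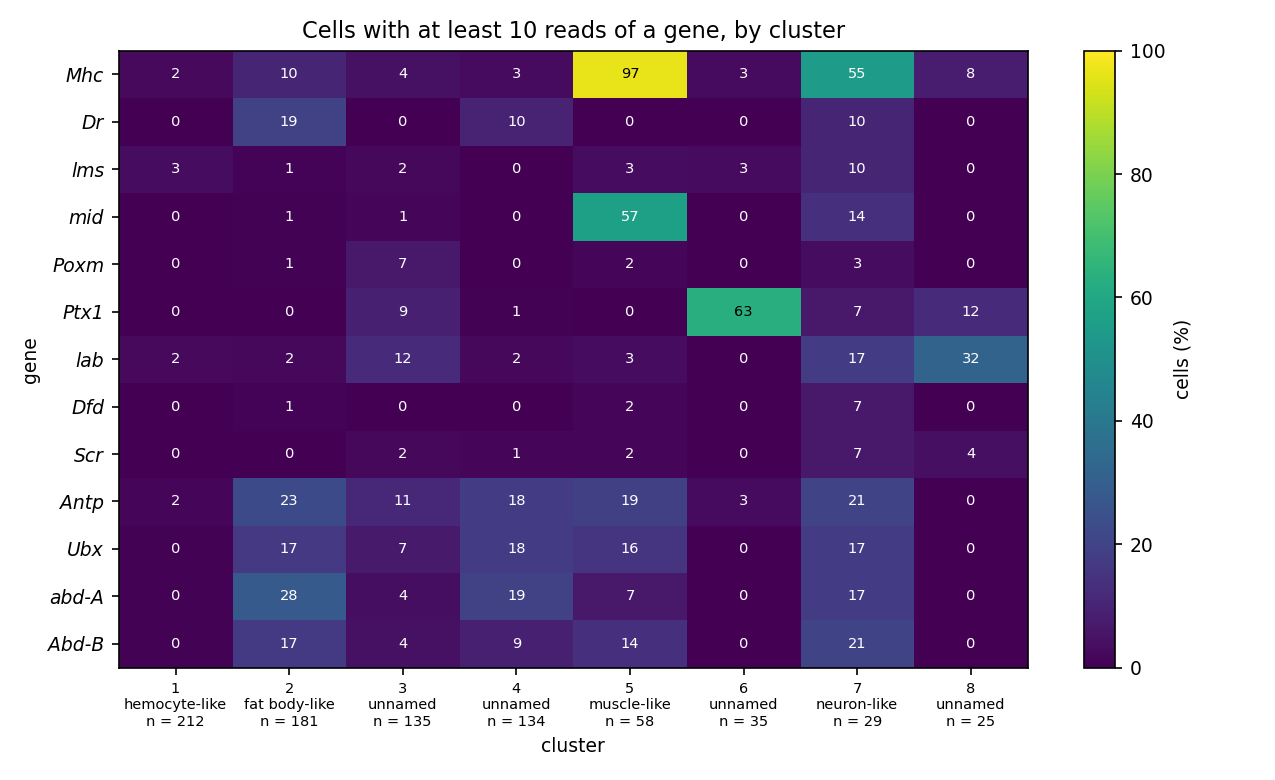
Percent of cells with at least 10 reads, without thinning, for Mhc, the 5 subtype genes and the 7 Hox genes (rows) in each of the 8 clusters (columns, with the number of cells n). Mhc was detected in 96.6% of cluster 5 and 55.2% of cluster 7, mid in 56.9% and 13.8% of the same clusters, Ptx1 in 62.9% of cluster 6, and Dr in 19.3% of cluster 2, 10.3% of cluster 7 and 9.70% of cluster 4.

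Hox genes mark position along the body axis and had been enriched with targeted primers. At least 1 of the 7 Hox genes was detected in 37.1% of cells (interval 33.7 to 40.5). The share per plate was 37.5% ± 9.64 (SD, n = 15 plates). More than 1 Hox gene was detected in 78 cells. A 1-read threshold raised the share most, to 57.5%. Antp (FBgn0260642, chromosome 3R, 6896253 to 6999228) was detected in 12.6% of cells, abd-A (FBgn0000014, 16807214 to 16830049) in 92 (11.4%), Ubx (FBgn0003944, 16656623 to 16734426) in 79 (9.77%), Abd-B (FBgn0000015, 16927212 to 16972236) in 64 (7.91%) and lab (FBgn0002522, 6661427 to 6678590) in 43 (5.32%), all on chromosome 3R. Scr (FBgn0003339, 6823120 to 6849981) was found in 9 cells and Dfd (FBgn0000439, 6791836 to 6802428) in 5. The share with a Hox gene was 62.98% in cluster 2 (interval 55.5 to 70.03), 54.5% in cluster 4, 46.6% in cluster 5 (interval 33.3 to 60.1), 36.3% in cluster 3 and 5.66% in cluster 1 (interval 2.96 to 9.68). After thinning it was 37.5% in cluster 2, 47.1% in cluster 5 and 1.02% in cluster 1. Before thinning, the intervals of clusters 2 and 5 overlapped, so no order of the 2 could be read, and that of cluster 1 lay below both.

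Neighbouring Hox genes were compared with other pairs for detection in the same cell. The mean log2 odds ratio was 2.38 over the 6 adjacent pairs and 0.22 over the 15 others, a difference of 2.16. Tables permuted within plates gave a mean difference of 0.55, so 1.62 remained above it. Per plate the difference was 1.22 ± 0.64 (SD, n = 15 plates), positive on 15 of 15 plates and above the plate's own permuted mean on 14. The pair abd-A and Abd-B contributed most, with 38 cells holding both where independence gives 7.28 (log2 odds ratio 4.20). Ubx and abd-A were found together in 20 cells against 8.98. Antp and Ubx were together in 12 cells against 9.96. Antp ends at 6999228 and Ubx starts at 16656623 on chromosome 3R, so this pair is adjacent in order only. The adjacent pair Dfd and Scr had 0 cells in common, and its log2 odds ratio of 2.93 comes from the added 0.5 alone. With Dfd left out the difference was 2.38, positive on 12 of 15 plates. Within single clusters, it was 0.72 in the muscle-like cluster, where permuted tables gave 0.13 (SD 0.48), 2.07 in cluster 3 (permuted 0.58, SD 0.47), 1.58 in cluster 2 (permuted 0.84, SD 0.34) and 1.62 in cluster 4 (permuted 1.11, SD 0.42). The difference thus stood more than 2 SDs above its permuted mean in clusters 2 and 3 but not in the muscle-like cluster or cluster 4. Cells with more than 1 Hox gene numbered 39 in cluster 2, 5 in cluster 3, 17 in cluster 4 and 9 in the muscle-like cluster. The value of cluster 3 therefore rests on few cells. In clusters 1 and 6, 0 cells held more than 1 Hox gene, and their values of 0.42 and -0.11, the latter the largest move of the alternatives, were within 1 SD of their permuted means of 0.38 and -0.11.

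**Figure D3:**
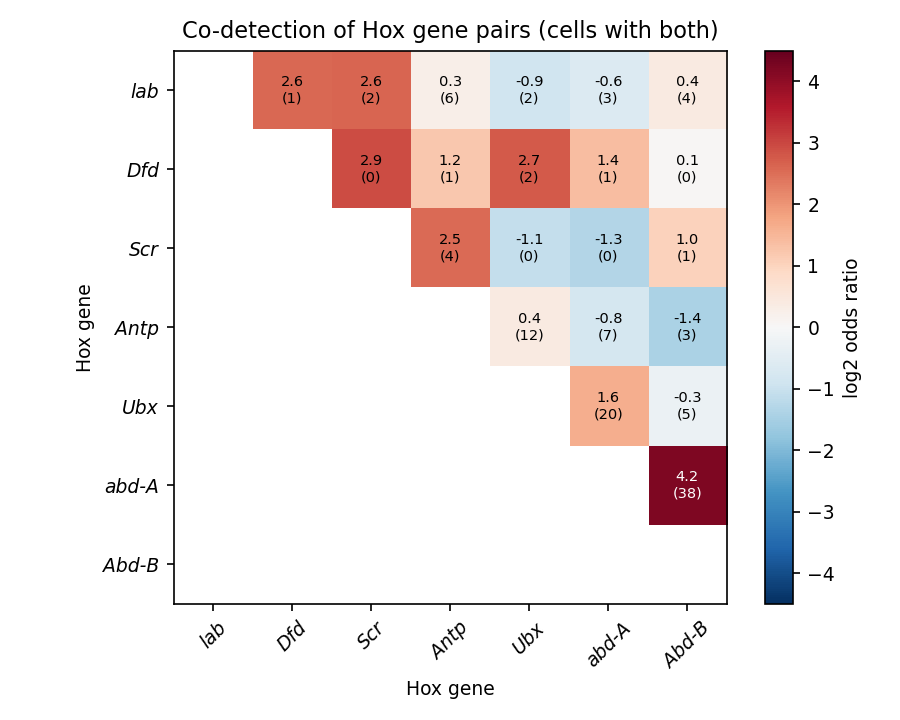
Log2 odds ratio of co-detection (colour and upper number) and number of cells with both genes (in brackets) for the 21 Hox pairs, over all cells that passed the filter. Genes stand in their order along chromosome 3R. Pairs on the diagonal edge are adjacent, and abd-A with Abd-B reached 4.20 from 38 shared cells.

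The study asked whether homeodomain and Ig genes vary highly within its Poxm-positive cluster. It measured the enrichment of these classes among genes called variable, and reported similar results for most of its other clusters. The measure here is the median over a whole list, which is a different quantity. By the fixed rule, the set here was cluster 5, the only muscle-like cluster. Poxm was detected in 1 of its 58 cells, so whether it corresponds to the study's cluster is not known. Over 12 homeodomain genes, the residual variability differed from random lists by -0.09 log2 units (percentile 35.4 of 10000 lists, whose medians had an SD of 0.23). Over 38 Ig genes the excess was 0.03 (percentile 58.4, SD 0.13). The bHLH list gave -0.02 (percentile 45.5) and the other cell surface list -0.06 (percentile 34). Neither main value lay outside the spread of random lists. This depended on the normalization. For the homeodomain list, size factors of the poscounts type gave 0.77 (percentile 97.47) and library sizes without ribosomal RNA 0.62 (percentile 96.9), while TPM gave -0.49 (percentile 9.54). Using all cells in place of the cluster moved both lists most, to 1.27 and 0.98.

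The cluster with the highest share of Poxm-detected cells, whatever its name, was cluster 3. There the homeodomain excess was 0.99 over 27 genes and the Ig excess 0.51 over 43 genes, both at the percentile of 100. The other cell surface list was at 0.41 (percentile 99.5) and the bHLH list at 0.24 (percentile 90.5). In clusters 1, 2, 4 and 6 the homeodomain excess lay between -0.19 and -0.08, within 1 SD of random lists. The Ig excess was 0.58 in cluster 1 (percentile 99.7), 0.06 in cluster 2, 0.33 in cluster 4 (percentile 93.2) and -0.02 in cluster 6. Over all cells, which mix the clusters, the excess was 1.27 for homeodomain, 0.98 for Ig, 0.60 for other cell surface and 0.06 for bHLH genes. The bHLH list lay low in cluster 1 (-0.72, percentile 0.03) and cluster 4 (-0.48, percentile 0.7). The other cell surface list lay at -0.43 in cluster 6 (percentile 5.12).

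**Figure D4:**
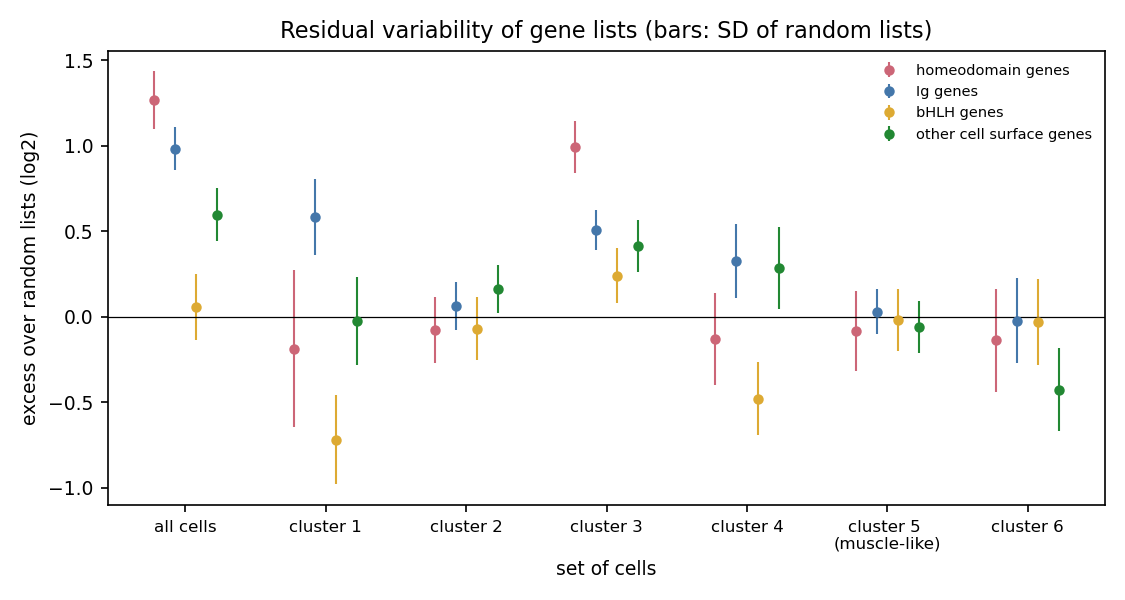
Excess of the median residual log2 CV2 of each gene list over matched random lists (points), with 1 SD of the random lists' medians (bars), in all cells that passed the filter and in each cluster of at least 30 cells. Homeodomain genes reached 0.99 in cluster 3 and -0.09 in the muscle-like cluster 5.

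Whether homeodomain and Ig genes vary together was measured in the 58 muscle-like cells. The mean absolute Spearman correlation over pairs of 12 homeodomain and 38 Ig genes was 0.18, against a median of 0.14 for random lists. The excess of 0.0408 was at the percentile of 100 of 1000 list pairs. The correlations are across cells of 1 sample on 15 plates, and cells are not independent replicates. In cluster 3 the excess was 0.0141 (percentile 99.6), the alternative that moved it most.

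The rule for the most variable named genes left 0 of 25 homeodomain genes, since none had a positive residual on 12 plates, and 2 of 52 Ig genes. Over all cells, 200 of 8828 genes lay above the fitted curve, so a positive residual was rare for any gene. The 0 of 25 therefore does not show that homeodomain genes vary less than others, and their list lay 1.27 above random lists over all cells. Ppn (FBgn0003137, chromosome 3R, 28520665 to 28540324), a gene also on the hemocyte marker list, had a residual of 0.60 and was detected in 94.3% of the cells of cluster 1. CG45263 (FBgn0266801, chromosome 3R, 8364328 to 8477617) had a residual of -0.53 over all cells but a positive one on 12 plates, and 29 of its 47 cells were in cluster 5.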

Values the study reported

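For the motoneurons sorted in the same work, the study retained 999 of 1,536 sequenced cells after asking for 500 genes with 10 reads each. This yield is not comparable with the share of deposited muscle cells that passed, since those may already have been selected. For the muscle cells it described 6 subtypes, which it identified only tentatively from marker genes.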

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

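The signal in data outside the comparisons was that of ribosomal RNA, and its test was written down before its result was seen. A median of 35.4% of a cell's reads (range 1.28 to 95.8) fell on 11 ribosomal RNA features, mostly pseudogenes, far above the limit of 0.000393% that 3 reads in a cell of median depth allow. Over all cells these features took 42.8% of the reads. Plate medians ran from 19.4% to 63.4%, but plates accounted for only 10.4% of the variance of the share over cells, between the bounds set beforehand for plates as the whole cause and as no cause. A part played by plates therefore stays open. The share differed between clusters, with a median of 75.99% in cluster 4 and 59.3% in cluster 7 against 25.9% to 36.2% in the other clusters, and whether this is technical was not tested. These features enter every library size, and the homeodomain variability of the muscle-like cluster moved from -0.09 to 0.62 without them. With 1 group, no biological explanation was tested.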

How the results depend on the processing

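The fit of CV2 on all genes, library sizes without ribosomal RNA, the filter on the cell files, clustering of all cells, the cluster with the highest Poxm share, Hox pairs without Dfd, against permuted tables or within clusters other than the muscle-like one, co-variation without the number of genes, and leaving out plates for Mhc and the muscle-like share were chosen after seeing the data. All other alternatives were planned. No paired analysis was possible because there is 1 group. A value with no test counts as moved when it leaves its 95% interval, the SD over plates (Hox pairs) or the SD of random lists.

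The muscle-like share did not move under 8 alternatives of clustering, at 6.92% to 7.29%, nor without any 1 plate (6.69% to 7.5%). The first fit of CV2, on all genes, gave 7.05%, although most cells then fell into 1 cluster. Shares of detected cells depended on the threshold and depth. The share passing the filter was 99.9% at 5 reads and 91.9% at 20. Mhc detection was 25.7% at 1 read, 7.89% at 100 reads and 9.76% thinned, and 10.5% to 14.5% when 1 plate was left out, the lowest without plate 17. Hox detection was 57.5% at 1 read, 19.0% at 50 reads, 25.96% thinned and 46.6% in muscle-like cells, and 35.9% to 38.2% without 1 plate. Thinned Dr in cluster 2 was 24.4% at 1 read and 1.19% at 50, lms in cluster 1 was 12.2% at 1 read, 0.0% at 50 and 3.30% unthinned, and Ptx1 in cluster 6 was 26.7% at 50 reads. The shares of mid and Poxm stayed within their intervals. A higher threshold can only lower a share, while thinning also left out 81 cells and raised some shares.

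The sign of the Hox pair difference is no test, since permuted tables give values above 0. The difference was 1.05 at 1 read (permuted 0.17, SD 0.35), 2.42 at 50 reads (permuted 1.01, SD 0.35), 2.35 thinned (permuted 0.62, SD 0.44) and 1.65 with plates as strata (permuted 0.06, SD 0.37), all more than 2 SDs above the permuted mean. It was 0.72 in muscle-like cells, within 2 SDs of the permuted mean of 0.13, as in cluster 4 (1.62, permuted 1.11), while clusters 2 and 3 (1.58 and 2.07) lay above theirs. Only 5 cells of cluster 3 held more than 1 Hox gene. In clusters 1 (0.42) and 6 (-0.11) 0 cells held more than 1 Hox gene, so these values say nothing about co-detection. Without 1 plate it was 1.78 to 2.42.

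Homeodomain variability in the muscle-like cluster was 0.77 with poscounts size factors, 0.62 without ribosomal RNA, -0.49 with TPM, 0.37 thinned, 1.27 over all cells and 0.99 in the cluster with the highest Poxm share. Without 1 plate it ran from -0.29 (plate 10) to 0.27 (plate 3, with 8 of the 58 cells) and was 0.18 without plate 11, so its sign is not determined. The fit on all genes gave 0.02 (percentile 53.1). Ig variability was 0.20 with poscounts size factors, 0.35 without ribosomal RNA, -0.61 with TPM (percentile 0.45), 0.35 with genes in at least 10 cells, -0.11 without a gene filter, 0.25 thinned, 0.98 over all cells and 0.51 in the cluster with the highest Poxm share, and -0.03 to 0.14 without 1 plate. The fit on all genes gave 0.07. All cells mix clusters that differ in these genes. The cause of the other moves was not tested.

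Homeodomain-Ig co-variation was at percentiles of 99.2 to 100 of its random lists in the alternatives that were run, and at 99 without the gene tup. It was not computed on thinned reads, with poscounts size factors or with TPM. The excess was 0.0255 as phi at 10 reads, where nothing was taken out by regression. It was 0.0141 in the cluster with the highest Poxm share, and 0.0341 to 0.0541 without 1 plate, the highest without plate 13. The cause of these moves was not tested. The depth of a cell limits detection most for low genes such as lms, where thinning left 5 of 18 cells.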

Other observations

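The tests of missed contractile transcripts, plate labels, other cell types, Mhc without plate 17, the depth of plate 17, neighbouring wells and the parts of cluster 3 were chosen, or their reading was changed, after results had been seen. Cluster 3 itself was taken as a set after its values were seen. With 1 group, no biological explanation was tested for any pattern here.

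Contractile genes were detected in few of the sorted cells. Too few reads per cell are argued against, since 100% of the muscle-like cells (51 of 51) kept 10 Mhc reads after thinning, against 2.81% of other cells (interval 1.70 to 4.35). Counting that misses the transcripts is argued against, since 20 of 20 contractile markers reached 10 reads in at least 50% of the muscle-like cells, a level that 0 of them reached in the other cells. Whole plates with another label are argued against, since all 15 plates held muscle-like cells. Cells of other types in the sort remain a candidate explanation: 52.2% of cells (interval 48.7 to 55.7) lay in clusters named hemocyte-like, fat body-like or neuron-like. Their abundant genes were at high levels, with a mean of 5473 CPM of Ppn and 1087 CPM of Pxn in cluster 1 and 2582 CPM of apolpp in cluster 2. A further 40.7% lay in unnamed clusters. The marker Ppn is also on the Ig list. How cells without Mhc transcripts came to be sorted was not tested, and a label that outlasts its transcript, autofluorescence and the sort gate all stay open.

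Mhc reads outside the muscle-like cluster may come in part from plate 17. There 30 of 59 such cells (50.8%) had 10 Mhc reads, and without that plate the share was 3.32% (23 cells), below the interval of 5.33 to 9.13 with it. Cells next to a well with a muscle-like cell differed from other cells in the share with an Mhc read by -2.69 percentage points (17.7% against 20.4%), and without plate 17 the shares were 14.2% and 14.7%. The intervals overlapped in both cases, so an effect of carry-over from neighbouring wells was not detectable with these numbers of cells and stays open.

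Plate 17 also gave 18 of the 29 neuron-like cells. It had the lowest median depth, 346891 reads against 443848 to 1631585 on the other 14 plates, as low depth would need, though the low depth of the neuron-like cluster was known when this was asked. Cells of clusters 1 to 3 on this plate carried a mean of 3.19 of 11 neuronal markers with a read, above the range of 1.85 to 2.69 on the other plates. Lower depth by itself would lower that number, so RNA of other cells in the wells of this plate is a candidate explanation for it. The mix of clusters 1 to 3 on each plate was not held fixed. Since elav was detected in 88.95% of cluster 2 against 11.3% of cluster 1 and 14.1% of cluster 3, a different mix stays open. Neurons sorted onto this plate remain open too.

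The homeodomain variability of cluster 3, the cluster with the highest Poxm share and with no muscle name, was 0.99. It was 1.09 after thinning, 0.90 with lists matched on gene length and 0.62 without the Hox genes, all more than 2 SDs of random lists, which argues against depth, length and the targeted primers as the whole cause. With 58 cells drawn from cluster 3, as many as in the muscle-like cluster, 0 of 100 draws fell to the main muscle-like value of -0.09 (median 0.90, range 0.36 to 1.35). The variability of cluster 3 was 1.11 without ribosomal RNA, 1.29 with poscounts size factors and 0.70 with the CV2 fit on all genes. In the muscle-like cluster these settings gave 0.62, 0.77 and 0.02. The values of 0.62 and 0.77 lay inside the range of the draws, so the draws separate the clusters under the main normalization only. At 12 clusters the cluster split into parts of 86 and 49 cells with excesses of 0.44 (percentile 98.2) and 0.90 (percentile 99.6). The split by itself thus does not account for the excess, although finer subgroups may. Only 6.67% of the cells of cluster 3 had 10 Poxm reads and 37.8% had 10 reads of the midgut marker GATAe, so whether this cluster corresponds to the Poxm-positive cluster of the study is not known.

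The Ig variability of cluster 3 was 0.42 after thinning and 0.51 with lists matched on length, which argues against these as the whole cause. It was 0.44 without ribosomal RNA, 0.50 with poscounts size factors and 0.55 with the CV2 fit on all genes. In the 2 parts it was 0.11 (percentile 81.05) and 0.39 (percentile 97.25). The reading written first counted an excess above 2 SDs in either part against subgroups, which the smaller part would have met (SD 0.18). After this result it was changed to ask for every part, so subgroups of cells may account for the excess in the larger part and stay open for the whole.

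The co-variation of homeodomain and Ig genes in the muscle-like cluster kept an excess of 0.0422 with lists matched on the number of detected cells and 0.0432 with neuronal marker reads taken out. Leaving out 1 homeodomain gene at a time lowered it at most to 0.0289 (percentile 99, without tup, a gene chosen after its value was seen). These values argue against the detection rate, neuronal RNA and 1 gene as the whole cause. Subgroups of muscle cells were not tested.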
